A study of Mus musculus with 17 samples. Its data were reported in "CBP Is Required for Establishing Adaptive Gene Programs in the Adult Mouse Brain" (2022).

How the data were processed

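Total RNA from the hippocampus of mice aged 3 to 6 months was sequenced in 17 libraries, each from a separate sample in GEO's labels. Mice of 2 genotypes were compared. CBP-ifKO mice carry a floxed Crebbp gene and a tamoxifen-inducible Cre recombinase (creERT2) under a Camk2a promoter, so that CBP, the lysine acetyltransferase that Crebbp encodes, is truncated in forebrain excitatory neurons of the adult. Controls were littermates without this recombination. Each genotype had 3 treatments. Sal mice were not kindled and received saline. PTZ0 mice were kindled with repeated pentylenetetrazole (PTZ, a convulsant that blocks GABA-A receptors) and received saline on the last day. PTZ45 mice were kindled and received 45 mg/kg PTZ on the last day. Kindled here means given the course of PTZ injections, whether or not seizures developed. Hippocampi were taken 45 min after the last injection. Every group had 3 libraries except Control PTZ45, which had 2.

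The values used were raw counts per gene, which the authors deposited as whole numbers and had not normalized. The authors trimmed the single-end reads with trim_galore, aligned them with STAR to the mouse genome build GRCm38, discarded reads of low mapping quality and counted the rest on Ensembl exons with Rsubread. The deposited counts do not state whether the strand was used, so genes that overlap on opposite strands are uncertain, and so are genes that share reads with a near-identical copy, because the mapping quality filter removes reads that align equally well to several places. A read from a repeated gene can also be placed on a single annotated copy. Of the 18 columns of counts in the table, 1 could not be matched to a sample and was used in no step. Its name is like those of the Control PTZ45 libraries, the group with 2 samples, and the labels do not say why it has no sample. The table held 55471 genes, of which 39260 had at least 1 count in the libraries used. Of its gene identifiers, 99.6% were found in GENCODE M21, an annotation of the same build, from which symbols, positions, gene types and exonic GC content were taken.

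Groups, tests, the lists of genes, the rule for the genes named in the text and the alternatives listed here, except 2, were fixed before the data were examined. The methods of the study name the Wald test of DESeq2, with other versions of DESeq2 and R. The main test here was this test, two-sided, in DESeq2 1.42.0 and R 4.3.3. It was run on the counts of the libraries compared, with DESeq2 size factors, for genes with at least 1 count. A gene was called when its Benjamini-Hochberg adjusted p, with the independent filtering of DESeq2, was under 0.05. An adjusted p that this filtering, or the Cook's distance filter of DESeq2, left empty was not counted. Pairs of groups were fitted alone. The genotype by PTZ45 interaction was fitted on the Sal and PTZ45 libraries of both genotypes, and the genotype over all treatments was fitted on all 17 libraries with treatment as a term. Log2 fold changes are given with their standard error (SE) and normalized counts are counts divided by the size factors of 1 scaling over all 17 libraries. Lists of genes were tested as a whole with fry in limma 3.58.1, on log CPM values with a prior count of 2 from edgeR 4.0.16.

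The text names Crebbp, its paralogue Ep300, and Esr1 and Arsi, which report the creERT2 transgene. It names 10 genes taken from the study, namely Fos, Fosb, Npas4, Egr2, Btg2, Arc, Bdnf, Nptx2, Penk and Pdyn. In each comparison it names at most 5 called genes per direction, those with the largest log2 fold change among genes with a mean of at least 50 normalized counts and no overlap between the libraries compared. The overlap was not considered for the interaction. Any other gene named was chosen after its values were seen, and the text says so. The values of 1 called gene are not reported here. Without any effect, 10% of genes would not overlap with 3 against 3 libraries, and 20% with 2 against 3.

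The alternatives were the quasi-likelihood test of edgeR, size factors from TMM, a filter of at least 10 counts in at least 2 libraries in place of independent filtering, 1 fit of all 17 libraries, 1 surrogate variable from sva 3.50.0, the replicate number as a block, and leaving out each library in turn. A call was counted as lost over the alternatives that gave the gene an adjusted p. For lists, camera with a preset correlation of 0.01 replaced fry, and DESeq2 size factors replaced TMM. A correction for GC content was added after the data had been seen. It removed from each library the smooth trend of its log2 deviations over GC content (loess with a span of 0.5, over genes with a mean of at least 20) through gene-wise normalization factors. Random lists matched on GC content as well as mean expression, in 5 bins of GC content, were also added after the data had been seen, for the response of the control-induced genes in CBP-ifKOs. Marker lists were written for choroid plexus, dentate granule cells, CA1 and CA3 pyramidal cells, astrocytes, oligodendrocytes, microglia and interneurons, to weigh the cell types in the libraries.

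The procedure was tested on simulated data, drawn from the means and depths of the real libraries for 39260 genes, with 200 genes changed by a log2 fold change of 1. The changed genes were drawn from those with a mean of at least 50 normalized counts. The shares recovered therefore do not hold for genes with fewer counts. Among 34111 genes with a value, the test of 3 against 3 libraries recovered 92.5% of the changed genes, and 11.1% of its calls were unchanged genes. With 2 against 3 libraries the share recovered was 83% of 200 among 33282 genes, and 14.4% of the calls were unchanged genes. For the interaction these shares were 76.5% and 10.5% among 35965 genes. When a GC trend was added to simulated libraries without changing other genes, 45% of the calls were unchanged genes, and 8.76% after the correction, among 33963 genes. The list test passed 0.05 in 10 of 10 shifted lists of 25 genes and in 0 of 10 unshifted ones. These lists too held only genes with a mean of at least 50.

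Depth was a limit on the precision, besides the spread between replicates. The totals ranged from 5831992 to 18735643 counts per library, a ratio of 3.21, with both extremes in the CBP-ifKO Sal group. Fold changes of genes with few counts therefore carry wide errors. The labels give 3 sequencing lanes. Control Sal and Control PTZ0 were on lane 3, Control PTZ45 and CBP-ifKO Sal on lane 4, and both CBP-ifKO kindled groups on lane 5. PTZ0 against Sal in controls and PTZ45 against PTZ0 in CBP-ifKOs lay within a lane. In every other pair of groups that was compared, the lane and the group cannot be told apart by a term in the fit.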

Results

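The data were gene counts from 17 hippocampal RNA libraries of adult mice of 2 genotypes and 3 treatments, with 3 libraries in each group and 2 in Control PTZ45. The design asks how the hippocampal transcriptome responds to PTZ after kindling, a protocol in which repeated doses of this convulsant lead to seizures, and whether the response depends on CBP. The control libraries held 9998091 to 15512418 counts in the Sal group, 10512963 to 14057204 in PTZ0 and 12052333 to 14483561 in PTZ45. The CBP-ifKO libraries held 5831992 to 18735643 counts in Sal, 9883310 to 14935438 in PTZ0 and 10439536 to 12027406 in PTZ45. Replicates differed by more than counting noise, with a chi-square per degree of freedom between 2.31 and 18.01 over pairs of libraries of a group, so no library was treated as a copy of another. In a principal component analysis of 13041 genes the first component carried 24.2% of the variance, the second 18.5% and the third 14.7%.

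The targeted gene was examined first in every library. Crebbp (ENSMUSG00000022521, chromosome 16, 4081328 to 4213997 in GRCm38) had 2169 ± 201 normalized counts (SD, n = 8) in controls and 1214 ± 95.0 (SD, n = 9) in CBP-ifKOs. The CBP-ifKO level was 55.9% ± 4.38 (SD, n = 9) of the control mean, and the highest CBP-ifKO library, at 1337, lay below the lowest control library, at 1824. The counts cover all exons of the gene, including those kept in the truncated transcript, and all cell types of the hippocampus. Over all treatments the log2 fold change was -0.84 (SE 0.06, adjusted p 3.41e-41 by DESeq2). The paralogue Ep300 (chromosome 15, 81585351 to 81652077) had 1160 ± 132 normalized counts (SD, n = 8) in controls and 1377 ± 190 (SD, n = 9) in CBP-ifKOs, and the ranges overlapped. Its log2 fold change over all treatments was 0.25 (SE 0.08, adjusted p 0.0189 by DESeq2). Within treatments Ep300 was called in PTZ0 only, with an adjusted p of 0.0149, against 0.316 in Sal and 0.937 in PTZ45. That call was lost in 7 of 13 alternatives, with adjusted p-values from 9.82e-05 to 0.231, and in the fits that left out 1 library reached 0.167 without Control PTZ0 replicate 1 and 0.186 without CBP-ifKO PTZ0 replicate 3. In Sal the adjusted p of Ep300 ranged from 0.0264, without CBP-ifKO Sal replicate 3, to 0.897 over 13 alternatives.

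Both genes linked to the transgene were higher in every CBP-ifKO library than in every control library. Esr1 (chromosome 10, 4611593 to 5005614), whose ligand-binding part belongs to creERT2, had 57.6 ± 10.9 normalized counts (SD, n = 8) in controls and 817.9 ± 90.5 (SD, n = 9) in CBP-ifKOs. Arsi (chromosome 18, 60911780 to 60918561), which lies on the transgenic insert, had 13.5 ± 3.47 (SD, n = 8) and 72 ± 16.6 (SD, n = 9). The log2 fold change of Arsi was 2.43 (SE 0.20, adjusted p 1.81e-30 by DESeq2). No library lay on the side of the other genotype for Crebbp, Esr1 or Arsi. The description in the labels names the creERT2 line for control samples too, while the methods of the study describe controls without it, and both transgene-linked genes were at the lower level in all 8 control libraries. With TMM scaling the Crebbp level was 55.9% and the Ep300 level 118.5% of the control mean.

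**Figure D1:**
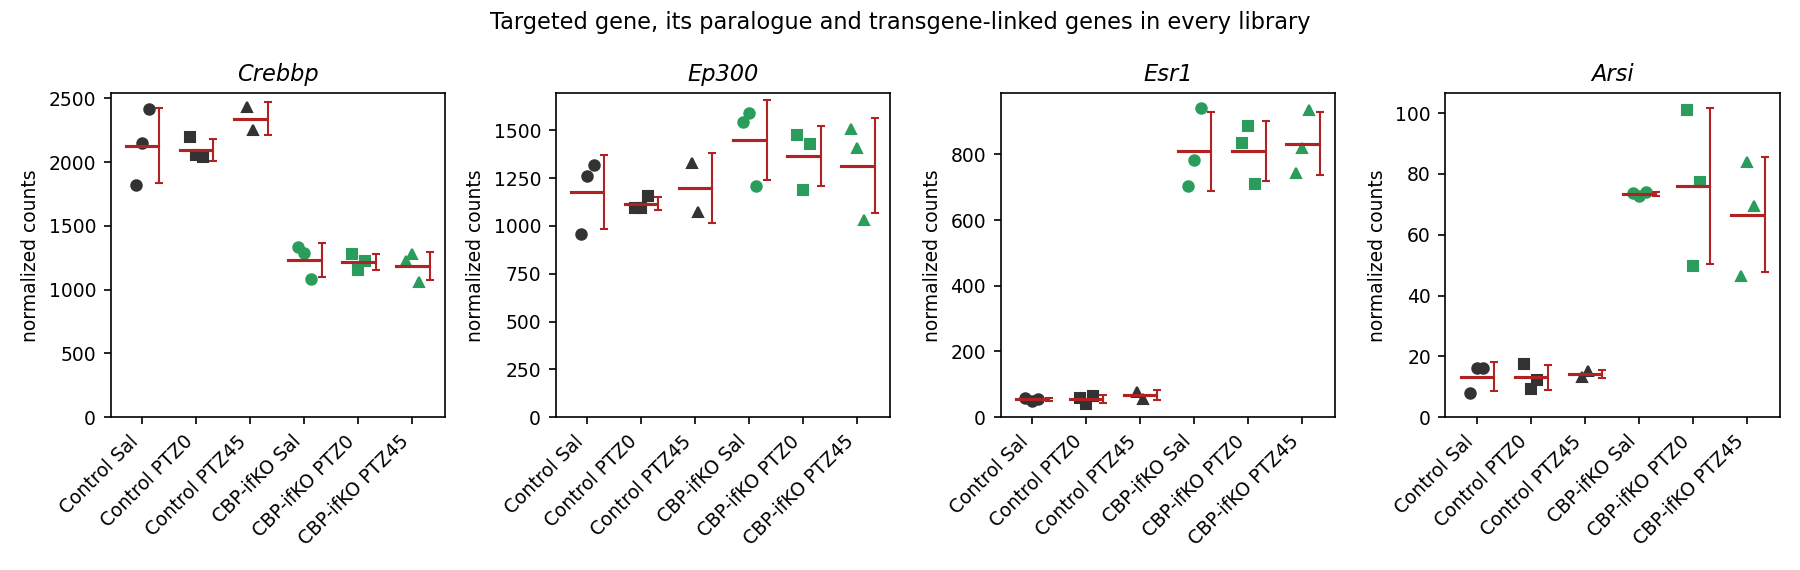
Normalized counts (vertical axes, starting at 0) of Crebbp, Ep300, Esr1 and Arsi in each of the 17 libraries, by group. Points are libraries, red lines are group means and red error bars are SD; every CBP-ifKO library lies below every control library for Crebbp and above for Esr1 and Arsi, while Ep300 overlaps.

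The response to the last PTZ injection was measured against Sal mice, first in controls (2 against 3 libraries). Of 17367 genes with an adjusted p, 163 were called higher and 41 lower in PTZ45 by DESeq2, with median log2 fold changes of 0.93 and -0.47. At least 2-fold changes made up 77 of these calls, 76 of them higher. The largest changes among abundant genes were in Npas4, Fos, Fosb, Egr2 and Gm47075. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) rose from 39.6 ± 19.7 normalized counts (SD, n = 3) to 2699 ± 306 (SD, n = 2), with a log2 fold change of 6.08 (SE 0.48, adjusted p 4.21e-34). Npas4 (chromosome 19, 4984355 to 4990316) rose from 50.7 ± 24.1 (SD, n = 3) to 3620 ± 462 (SD, n = 2), with a log2 fold change of 6.16 (SE 0.50, adjusted p 8.68e-32). The log2 fold changes of Fosb, Egr2, Btg2 and Arc were 6.00, 5.11, 3.95 and 2.45. Of the late response genes, Nptx2 was called with a log2 fold change of 0.90 (SE 0.21, adjusted p 0.00376, lost in 5 of 11 alternatives). Bdnf, Penk and Pdyn were not called, with adjusted p-values of 0.0841, 0.477 and 0.992. Bdnf gained a call in 2 of 11 alternatives, with an adjusted p down to 0.0153. With 1 surrogate variable in the fit 102 genes were called higher and 3 lower, and without Control Sal replicate 2 there were 121 calls, 2 of them lower.

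The genes called lower in controls changed by little and had a high median content of G and C. The largest falls were in Hist1h4c, Pcsk1n, Gcnt1, Engase and C1qtnf4, with log2 fold changes from -0.97 to -0.83, and these calls were lost in 1, 4, 7, 7 and 8 of 11 alternatives. Their exonic GC content was 48.4%, 57.3%, 42.1%, 57.9% and 70.7%, so Hist1h4c and Gcnt1 were not rich in G and C. The median exonic GC content of the 41 lower genes was 60.9%, against 48.5% over 13104 genes with a mean of at least 50 normalized counts. Across these genes the log2 fold change and the GC content had a Spearman correlation of -0.56, a value across genes, which are not independent replicates. After the GC correction 6 of the 41 genes were still called lower, and 136 of the 163 genes were still called higher.

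Gm47075 and Gm47088, the latter chosen after its values were seen, are unnamed genes whose type the annotation leaves open and that lie inside Homer1 on chromosome 13, at 93312041 to 93314055 and 93317427 to 93319065, on its strand. Their log2 fold changes in controls were 4.37 and 4.20, while that of Homer1 was 0.42 (adjusted p 5.06e-05 by DESeq2). Since both overlap Homer1, their counts are uncertain as to the transcript they come from.

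In CBP-ifKOs (3 against 3 libraries) 17 genes were called higher and 41 lower in PTZ45 than in Sal, of 19757 with an adjusted p. The largest rises among abundant genes were in Fos, Npas4, Gm47075, Apold1 and Dusp1. Fos rose from 31.4 ± 3.88 to 233.5 ± 64.0 normalized counts (SD, n = 3 each), with a log2 fold change of 2.91 (SE 0.26, adjusted p 1.33e-25 by DESeq2). Npas4 rose from 32.5 ± 1.93 to 158.5 ± 51.6 (SD, n = 3 each), with a log2 fold change of 2.28 (SE 0.28, adjusted p 1.11e-12). Egr2, Fosb, Btg2 and Arc were called with log2 fold changes of 2.17, 1.42, 1.30 and 0.57 and adjusted p-values of 0.0239, 0.0413, 1.64e-09 and 0.0445. The calls of Fos, Npas4 and Btg2 held under all 14 alternatives. That of Egr2 was lost in 4 of 9 (adjusted p 7.32e-05 to 0.363), that of Fosb in 8 of 13 (0.00728 to 0.555) and that of Arc in 7 of 14 (2.04e-05 to 0.874). The highest values were without CBP-ifKO Sal replicate 3 for Egr2, without CBP-ifKO Sal replicate 2 for Fosb and without CBP-ifKO PTZ45 replicate 3 for Arc. Egr2, Fosb, Btg2 and Arc were higher in all 3 PTZ45 libraries than in all 3 Sal libraries. Bdnf, Nptx2, Penk and Pdyn were not called, with an adjusted p of 1 each. The largest falls were in C1qtnf4 and Pcsk1n, with log2 fold changes of -1.43 and -1.16, followed by Rprml, Gm26397 and Tnrc18, and these calls were lost in 3, 1, 8, 6 and 2 of 14 alternatives. Those of Apold1 and Dusp1 were lost in 2 and 1 of 14. The median GC content of the 41 lower genes was 61.2%, and after the GC correction 7 of them and 13 of the 17 higher genes were still called.

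The number of calls in CBP-ifKOs depended on the libraries. Without CBP-ifKO Sal replicate 1 there were 92 calls, 16 of them higher, and without CBP-ifKO Sal replicate 2, the shallowest library, there were 16 calls, 11 of them higher. Leaving out CBP-ifKO PTZ45 replicate 1, 2 or 3 gave 22, 29 and 28 calls. In edgeR 4 genes were called higher and 0 lower, with 890 lower genes at an unadjusted p under 0.05. The control and CBP-ifKO comparisons share no library. They had 16 higher calls in common, against 0.16 by chance, and 10 lower calls, against 0.0969 by chance.

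Whether the response differed between genotypes was tested by the interaction of genotype and PTZ45 over 11 libraries. DESeq2 called 69 of 20945 genes, all with a smaller response in CBP-ifKOs, and no gene with a larger one in that fit, where 116 genes had an unadjusted p under 0.05. The median interaction log2 fold change of the called genes was -1.58, and 45 were at least 2-fold. The largest were in Fosb at -4.57 (SE 0.56, adjusted p 3.25e-13), Npas4 at -3.88 (SE 0.57, adjusted p 8.1e-09), Arl4d at -3.38 (SE 0.29, adjusted p 5.16e-28), Fos at -3.18 (SE 0.52, adjusted p 7.5e-07) and Gadd45g at -3.07 (SE 0.31, adjusted p 4.41e-19). Btg2 and Arc had interaction log2 fold changes of -2.66 and -1.88, with adjusted p-values of 1.58e-33 and 3.19e-06. Egr2, at -2.92, had an adjusted p of 0.0396, which ranged from 7.81e-07 to 0.306 over 17 alternatives and lost the call in 8 of them. Bdnf, Nptx2, Penk and Pdyn were not called, with an adjusted p of 1 each. In edgeR 43 genes were called, all lower. Genes with a larger response in CBP-ifKOs were called in 3 other alternatives, at most 3 genes in each.

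**Figure D2:**
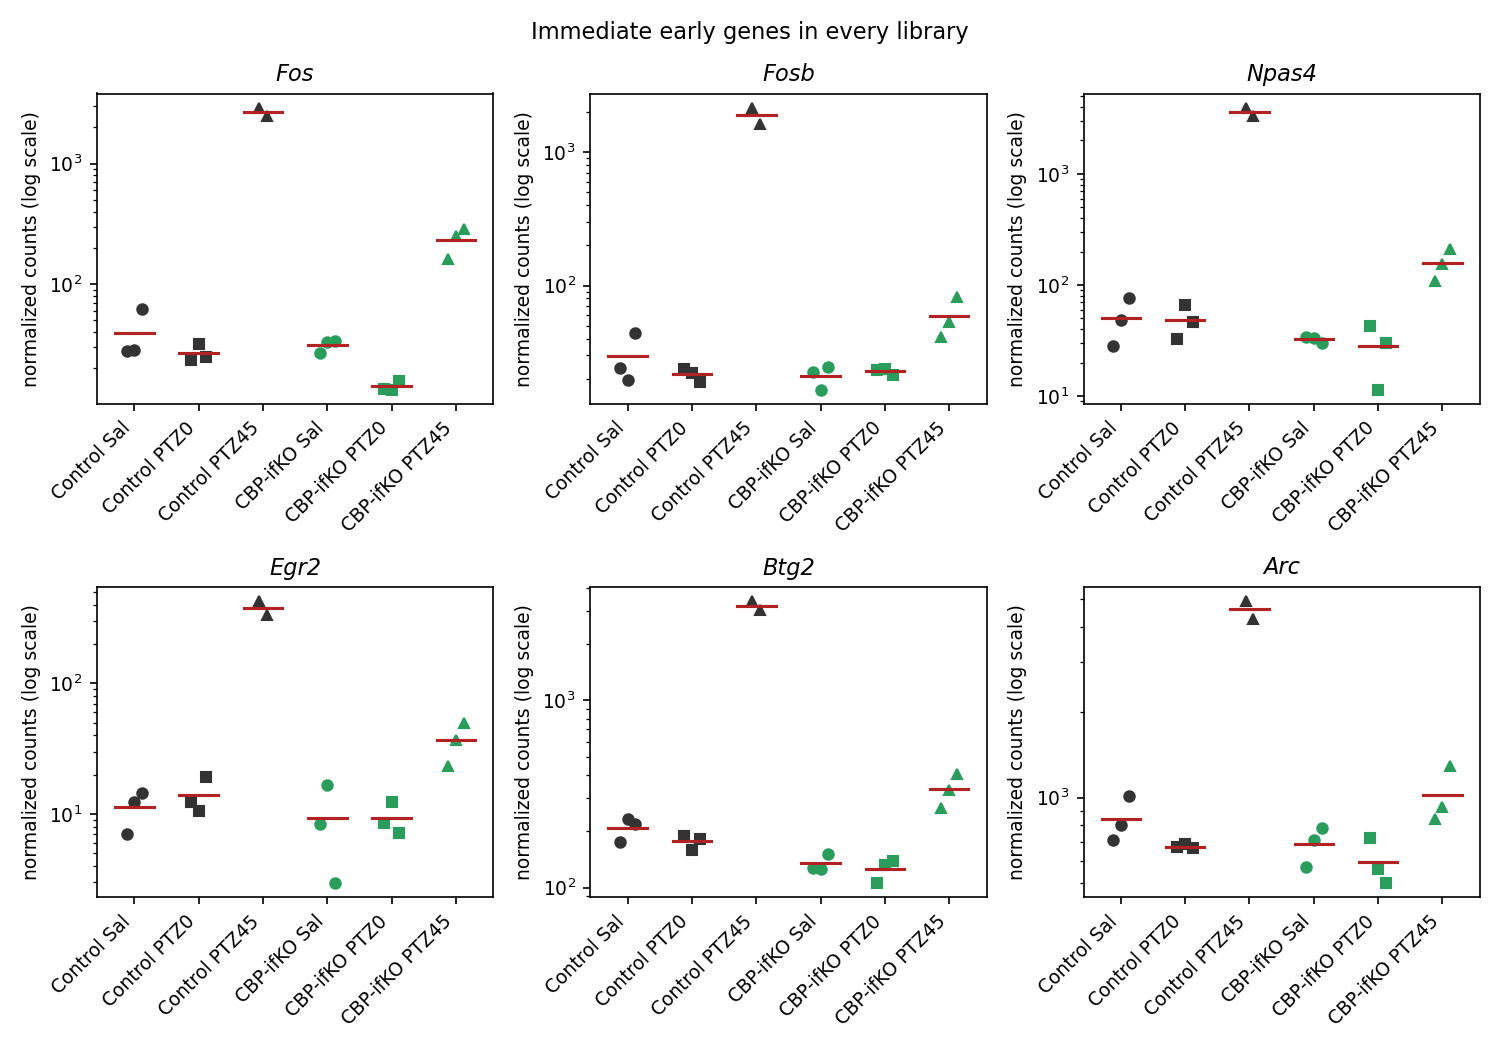
Normalized counts on log vertical axes of Fos, Fosb, Npas4, Egr2, Btg2 and Arc in each of the 17 libraries, by group; points are libraries and red lines are group means. The PTZ45 libraries of controls reach 2699 normalized counts of Fos on average and those of CBP-ifKOs 233.5.

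All 163 genes called higher in controls had a smaller log2 fold change in CBP-ifKOs. Their median was 0.93 in controls, which is raised by the selection of these genes, and 0.17 in CBP-ifKOs. Of 10000 random lists of 163 genes matched on mean expression, 0 had a median as high in CBP-ifKOs, and the highest random median was 0.066. The GC trend of the PTZ45 libraries of both genotypes can raise this median, which was 0.13 after the GC correction. Of 10000 random lists matched on mean expression and GC content, chosen after the response had been seen, 0 had a median as high, with a highest random median of 0.074 before and 0.038 after the correction. The 146 genes called higher in controls after the correction had a median of 0.16 in CBP-ifKOs. In CBP-ifKOs 141 of the genes lay above 0 and 22 below. The median of these genes was 0.19, 0.14 and 0.18 in the 3 CBP-ifKO PTZ45 libraries, and 1.05 and 0.85 in the 2 Control PTZ45 libraries. Among the 163 genes Apold1, which was chosen here after its values were seen, had log2 fold changes of 1.91 (SE 0.24) in controls and 1.499 (SE 0.29) in CBP-ifKOs and was not called in the interaction. Gadd45g had 3.10 (SE 0.19) and 0.03 (SE 0.31).

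**Figure D3:**
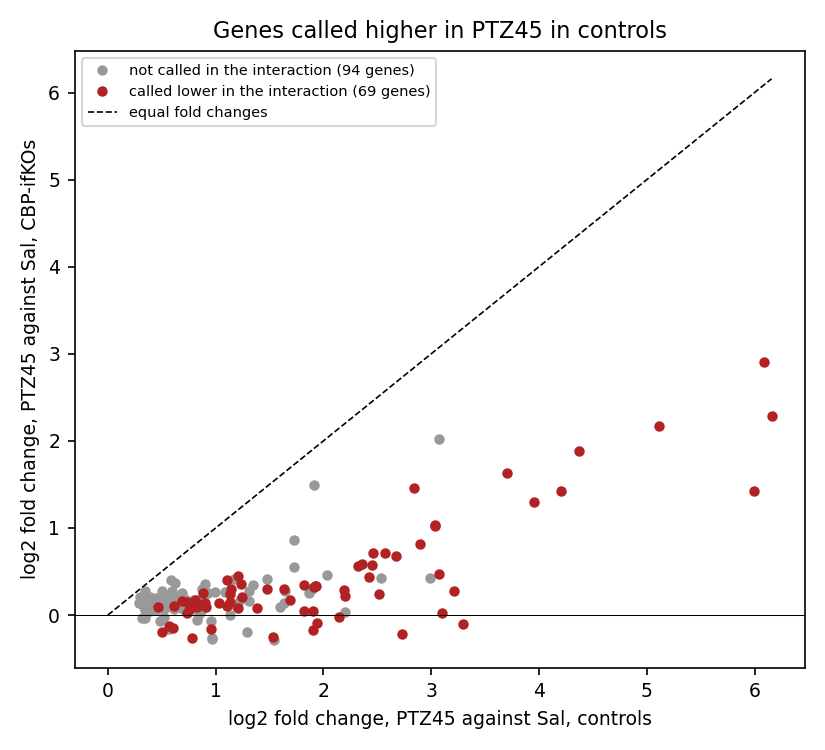
Log2 fold change of PTZ45 against Sal in CBP-ifKOs (vertical) against controls (horizontal) for the 163 genes called higher in controls. Points are genes, 69 of them red for those called lower in the interaction, and all lie under the dashed line of equal fold changes; selection raises the horizontal values.

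Lists of 25 immediate early genes and 12 late response genes were tested as wholes with fry. The study picked 13 of the former and at least 5 of the latter partly from these libraries, so the lists are not independent evidence. The immediate early list rose in controls, with a median log2 fold change of 2.52 (fry p 4.01e-10, adjusted over 8 list tests 1.73e-09). In DESeq2 22 of its genes were called higher over all genes tested, and 23 adjusted over the list alone. In CBP-ifKOs the median was 0.43 (fry p 0.000208, adjusted 0.000333), with 10 genes called over all genes tested and 11 adjusted over the list alone. In the interaction the median was -1.85 (fry p 1.65e-07, adjusted 4.41e-07), with 17 genes called lower over all genes tested and 21 adjusted over the list alone. All these calls held under camera as under fry.

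The late response list rose less in controls, with a median log2 fold change of 0.16 (fry p 0.00362, adjusted 0.00482), 3 genes called over all genes tested and 4 adjusted over the list alone. In CBP-ifKOs its median was 0.08 (fry p 0.616, adjusted 0.616), with 0 genes called either way and 1 at an unadjusted p under 0.05. The list was also tested in the interaction, where its median was -0.20 (fry p 0.0265, adjusted 0.0303), with 0 genes called lower over all genes tested, 3 at an unadjusted p under 0.05 and 2 adjusted over the list alone. That fry p rose above 0.05 without Control Sal replicate 1 (0.0591), CBP-ifKO Sal replicate 3 (0.0602) or CBP-ifKO PTZ45 replicate 2 (0.0611).

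Kindled mice that received saline on the last day were compared with Sal mice to show what the course of PTZ injections left behind. According to the study the last day came a week after this course. It also describes that CBP-ifKOs did not enter the stage of progressive seizures. In controls, where both groups shared a lane, DESeq2 called 2 genes higher and 1 lower. Of 35608 genes fitted, 207 had an unadjusted p under 0.05. Evenly spread p-values without any effect would give a share of 0.05, and the share here was lower. Few calls therefore do not show that little was left behind. Gm26917 fell from 13790 ± 657 to 10720 ± 1301 normalized counts (SD, n = 3 each), with a log2 fold change of -0.36 (SE 0.07, adjusted p 0.0145, lost in 10 of 13 alternatives). It ends at 39846341 on chromosome 17, and CT010467.1, annotated as ribosomal RNA, starts beside it at 39846353. The counts of Gm26917 are therefore uncertain, although within Control Sal it differed 1.1-fold between libraries and CT010467.1 4.02-fold. Gm1840 was chosen after its values were seen and rose from 5.09 ± 2.06 to 40.9 ± 13.1 normalized counts (SD, n = 3 each). There were 0 calls without Control PTZ0 replicate 3, with 55 higher and 64 lower genes at an unadjusted p under 0.05, and 1 without Control PTZ0 replicate 1. Without Control Sal replicate 1 or 3 the calls were 20 and 5.

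In CBP-ifKOs 1 gene was called higher and 3 lower in PTZ0 than in Sal. Of 35733 genes fitted, 120 had an unadjusted p under 0.05, again a share below 0.05. The lower genes were CT010467.1 and n-R5-8s1, both annotated as ribosomal RNA, and Mir6236, with log2 fold changes of -1.02, -0.83 and -0.93 and adjusted p-values of 2.68e-12, 0.000526 and 7.23e-13. These calls were lost in 3, 5 and 1 of 13 alternatives. All have many copies or lie in repeated sequence, so their counts are uncertain. The higher gene, Gm15920, was chosen after its values were seen and had 1.10 ± 1.32 normalized counts in Sal and 34.2 ± 24.6 in PTZ0 (SD, n = 3 each). Without CBP-ifKO Sal replicate 3 or CBP-ifKO PTZ0 replicate 2 there were 2 calls. In 1 fit of all 17 libraries neither genotype had a call, with 205 genes in controls and 240 in CBP-ifKOs at an unadjusted p under 0.05.

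Against PTZ0 in place of Sal, the last injection raised 213 genes and lowered 12 in controls, where edgeR gave 275 higher and 35 lower. Fos, Fosb, Npas4, Egr2 and 1700016P03Rik rose most, with log2 fold changes of 6.68, 6.45, 6.23, 4.75 and 4.62. The largest falls were in Gm30238, 2310022B05Rik, Limd2, Mt3 and Vtn, with log2 fold changes from -1.40 to -0.38, and these calls were lost in 5, 10, 6, 4 and 8 of 11 alternatives. Without Control PTZ0 replicate 1 there were 133 calls and without Control PTZ0 replicate 3 there were 144, 2 of them lower in each. In CBP-ifKOs, where both groups shared a lane, 16 genes were called higher and 7 lower. With TMM size factors there were 16 and 12. Without CBP-ifKO PTZ0 replicate 3 there were 10 and 12, so that more were lower than higher, and without CBP-ifKO PTZ45 replicate 2 there were 9 and 7. Without CBP-ifKO PTZ0 replicate 1 or CBP-ifKO PTZ45 replicate 1 there were 3 lower calls. Fos rose by 4.03 (SE 0.30, adjusted p 1.03e-36 by DESeq2) on the log2 scale and Npas4 by 2.51 (SE 0.55, adjusted p 0.0105). Gm47088, Gm47075 and Dusp1 rose by 2.19, 1.72 and 1.70. Btg2 and Egr2 were called at 1.40 and 1.97. The adjusted p of Egr2 ran from 0.00169 to 1 and that of Npas4 from 9.29e-12 to 0.283 over 14 alternatives. These lost the call of Egr2 in 9 and that of Npas4 in 5. Fosb at 1.37 and Arc at 0.78 were not called, with adjusted p-values of 0.0947 and 0.671. Fosb gained a call in 2 of 14 alternatives (lowest adjusted p 0.049) and Arc in 4 of 14 (7.35e-09). The largest falls were in Pcsk1n, Rplp1, Tnrc18, Apc2 and Abhd8, with log2 fold changes from -0.87 to -0.46, and these calls were lost in 7, 6, 9, 7 and 8 of 14 alternatives. The genotypes shared 15 higher calls, against 0.190 by chance, and 1 lower call.

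The effect of the genotype without kindling was measured in the Sal groups. Of 15004 genes with an adjusted p, 40 were called higher and 266 lower in CBP-ifKOs by DESeq2, and 31 of these were at least 2-fold. The largest falls were in Otof at -1.90, Gm26644 at -1.60, 4921539H07Rik at -1.59, C1ql2 at -1.52 and Grp at -1.38 on the log2 scale. Penk (chromosome 4, 4133531 to 4138819) fell from 174.0 ± 16.96 to 76.1 ± 11.5 normalized counts and Bdnf (chromosome 2, 109674700 to 109727007) from 547.6 ± 11.2 to 327.9 ± 20.8 (SD, n = 3 each). Their log2 fold changes were -1.24 (SE 0.20, adjusted p 2.29e-07) and -0.73 (SE 0.12, adjusted p 1.22e-07). Nptx2 and Pdyn were called at -1.05 and -1.04, with adjusted p-values of 0.00263 and 0.00637, and lost in 4 of 12 and 5 of 11 alternatives. Of the immediate early genes, Btg2 was called at -0.61 with an adjusted p of 0.031, which was lost in 7 of 13 alternatives, and Fos, Npas4 and Arc were not, with adjusted p-values of 0.859, 0.572 and 0.393. Among genes with a mean of at least 50 normalized counts and no overlap, Esr1, Frem3, BC067074, Spata1 and Mpp7 rose most. Their log2 fold changes were 3.89, 1.62, 1.17, 1.08 and 0.85. The calls of BC067074, Spata1 and Mpp7 were lost in 10 of 13, 4 of 12 and 5 of 13 alternatives, with adjusted p-values up to 0.859, 0.152 and 0.591.

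The number of calls in Sal moved with single libraries. It was 188, 127 and 143 without Control Sal replicate 1, 2 or 3, and 175, 199 and 620 without CBP-ifKO Sal replicate 1, 2 or 3. In edgeR it was 157.

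In PTZ0 182 genes were called higher and 670 lower in CBP-ifKOs, of 12752 with an adjusted p, and 22 were at least 2-fold. C1ql2, Otof, Gm26644, Serpina3n and 4921539H07Rik fell most, with log2 fold changes from -1.73 to -1.46. Among genes with a mean of at least 50 normalized counts and no overlap, Esr1, Frem3, Ldhd, Spata1 and Adi1 rose most. The call of Spata1 was lost in 2 of 12 alternatives. Bdnf, Nptx2, Penk and Pdyn fell by 0.86, 1.30, 1.29 and 1.36 on the log2 scale. Without Control PTZ0 replicate 1, 2 or 3 the calls numbered 327, 375 and 376, and without CBP-ifKO PTZ0 replicate 3 they numbered 382. The Sal and PTZ0 comparisons share no library and had 232 lower calls in common, against 13.7 by chance, and 29 higher calls, against 0.528.

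After PTZ, 38 genes were called higher and 430 lower in CBP-ifKOs than in controls (3 against 2 libraries), and 108 were at least 2-fold. Fosb, Npas4, Arl4d, Fos and Egr2 had log2 fold changes of -5.01, -4.51, -3.69, -3.53 and -3.39, with every CBP-ifKO library below both control libraries. Btg2 was at -3.26 and Arc at -2.17. Penk and Nptx2 were each at -1.58, Pdyn at -1.02, a call lost in 6 of 11 alternatives, and Bdnf at -0.88. Esr1, Col6a4, Frem3, Ttf2 and C1qtnf12 were the highest among genes with a mean of at least 50 normalized counts and no overlap. Col6a4 had a log2 fold change of 1.95. The calls of Col6a4, Frem3, Ttf2 and C1qtnf12 were lost in 3, 2, 5 and 3 of 11 alternatives. Without CBP-ifKO PTZ45 replicate 1 or 2 the calls numbered 270 and 223. This comparison had 151 lower calls in common with that in Sal, against 7.44 by chance, and 245 with that in PTZ0, against 20.4.

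Over all treatments 1449 genes were called higher and 2157 lower in CBP-ifKOs, which is 19.3% of the 18682 genes with an adjusted p. Most changes were small, with a median absolute log2 fold change of 0.25 and 79 genes changed at least 2-fold. C1ql2 (chromosome 1, 120340582 to 120343174) fell from 294.0 ± 41.5 (SD, n = 8) to 93.6 ± 19.9 normalized counts (SD, n = 9), with a log2 fold change of -1.66 (SE 0.10, adjusted p 2.02e-59 by DESeq2). Otof, Gm26644, 4921539H07Rik and Penk had log2 fold changes of -1.77, -1.65, -1.498 and -1.36, and every CBP-ifKO library lay below every control library. Bdnf fell by 0.82, Nptx2 by 1.31 and Pdyn by 1.14. Frem3, Spata1, Adi1 and Nudt17 came after Esr1 among the rises of genes with a mean of at least 50 normalized counts and no overlap. Their log2 fold changes were 1.60, 0.95, 0.84 and 0.79. The late response list was lower in Sal, with a median log2 fold change of -0.49 (fry p 5.51e-07, adjusted 1.1e-06), 7 genes called over all genes tested and 8 adjusted over the list alone. Over all treatments its median was -0.56 (fry p 4.33e-10, adjusted 1.73e-09), with 10 genes called either way. Without Bdnf, Nptx2, Penk, Pdyn and C1ql2, which the study names as lower, the medians of the 7 other genes were -0.12 in Sal and -0.25 over all treatments, a look made after the values were seen.

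The trend of counts over GC content differed between libraries. As the slope of the log2 deviation per 10 points of GC content, it was -0.09 ± 0.07 (SD, n = 5) in the PTZ45 libraries and 0.04 ± 0.05 (SD, n = 12) in the others, and a two-sided exact permutation test gave a p of 0.00097 over 6188 arrangements. Within lane 4 the difference of the means was -0.12, and within lane 5 it was -0.09. Lane 3 held no PTZ45 library.

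**Figure D4:**
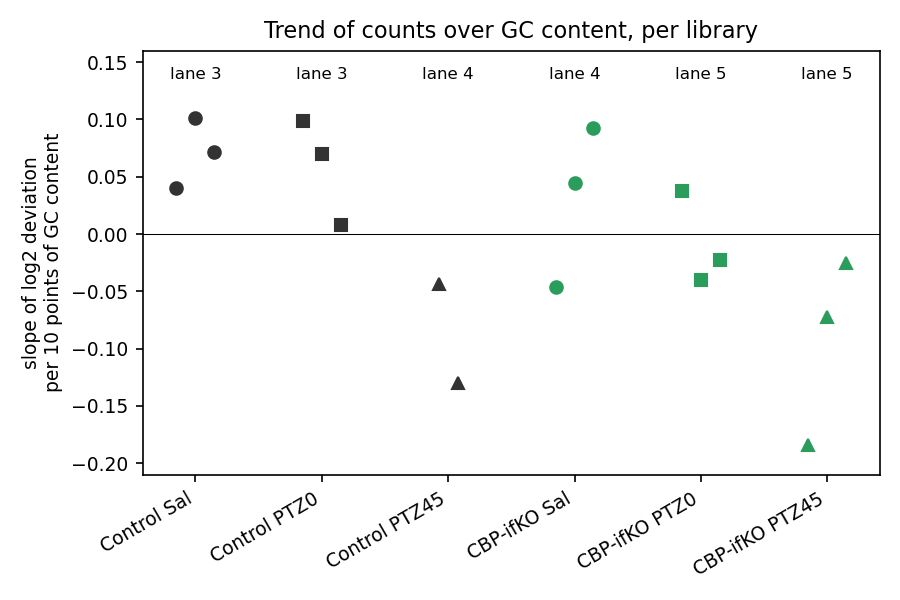
Slope of each library's log2 deviation from the mean of all libraries per 10 points of exonic GC content (vertical axis), by group, with the sequencing lane above each group. Points are libraries, and slopes run from -0.18 to 0.10.

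Ttr, the most abundant transcript of the choroid plexus, varied within groups. It had 9791 normalized counts in Control Sal replicate 2, 40500 in CBP-ifKO Sal replicate 1, 22270 in Control PTZ0 replicate 2, 30200 in CBP-ifKO PTZ0 replicate 3 and 27700 in CBP-ifKO PTZ45 replicate 2. In the other libraries it lay between 63.0 and 774.2. Within CBP-ifKO Sal the highest value was 320.5 times the lowest.

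**Figure D5:**
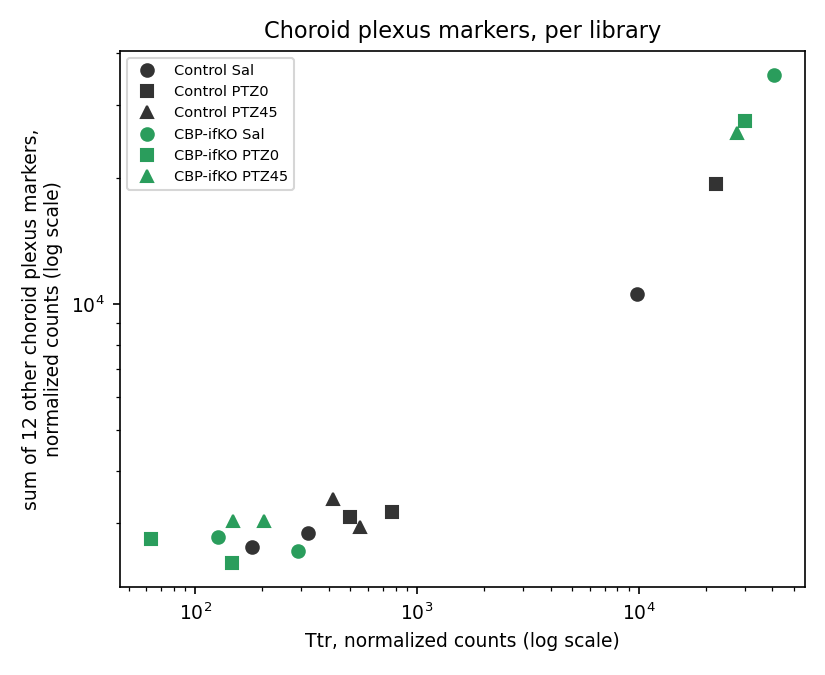
Sum of normalized counts of 12 other choroid plexus markers (vertical, log scale) against normalized counts of Ttr (horizontal, log scale) in the 17 libraries. Points are libraries, and the 5 libraries at the upper right, 1 in each group except Control PTZ45, are the highest of their group in both.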

Values the study reported

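The study reported a response of 219 genes to PTZ in control mice, at an adjusted p-value under 0.05. It reported a response of 62 genes in CBP-ifKOs at the same threshold.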

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

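The test of the sequencing lane in this part was chosen only after the result was seen, and the GC correction was added after the GC trend of the libraries had been seen.

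The result stands out because the response to PTZ differed between the genotypes in the test of the difference itself. In the interaction 69 genes were called, all with a smaller response in CBP-ifKOs. Among the named genes the interaction log2 fold changes were -4.57 for Fosb, -3.88 for Npas4, -3.38 for Arl4d, -3.18 for Fos, -3.07 for Gadd45g, -2.92 for Egr2, -2.66 for Btg2 and -1.88 for Arc. The immediate early gene list as a whole was lower in the interaction, with a fry p of 1.65e-07.

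The tables argue against some technical explanations, and against the lane only in part. After the GC correction all 69 genes were still called lower, so the GC trend of the PTZ45 libraries could not be the whole cause. With TMM size factors 67 of them were still called. Control PTZ45 was sequenced on lane 4 together with CBP-ifKO Sal, and the other groups in this test on lanes 3 and 5. If lane 4 raised the counts of these genes, CBP-ifKO Sal would be raised too, unless the genotype lowered them as much. The median log2 fold change of the 69 genes in CBP-ifKO Sal against Control Sal was -0.15 (-0.154 to 3 digits). That of PTZ45 against Sal was 1.82 in controls and 0.24 in CBP-ifKOs. Between the genotypes in Sal 0 of the 69 genes were called higher in CBP-ifKOs and 4 lower. Whether lane 5, which held CBP-ifKO PTZ45, lowered these genes was not tested. Leaving out each of 9 libraries in turn gave between 50 and 66 calls, of which 2 were higher without CBP-ifKO Sal replicate 1 and 1 without CBP-ifKO Sal replicate 3. Control PTZ45 had 2 libraries. Neither was left out in the interaction, since that leaves 1 library in the group, so the dependence on either was not tested.

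With the GC trend and the scaling argued against for the 69 genes, and the lane in part, a biological candidate explanation remains as a hypothesis. It has 2 forms that these libraries do not separate. Loss of CBP in excitatory neurons might weaken the induction of these genes in each responding neuron. Alternatively, the CBP-ifKO mice may have had weaker seizures at the time the tissue was taken, so that fewer neurons were driven. The study describes that these mice did not enter the stage of progressive seizures, and seizure scores were not analysed here. With another convulsant, kainic acid, the study measured immediate early genes by PCR. After a single large dose their early induction was similar or slightly lower in CBP-ifKOs, and their later levels were lower. Under repeated small doses CBP-ifKOs had lower seizure scores and weaker induction. All 69 genes were among the 163 called higher in controls. Which of the 2 forms holds after PTZ was not tested here.

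The late response gene list was also lower in the interaction, with a fry p of 0.0265 and a median log2 fold change of -0.20. This result depended on single libraries. The p was 0.0591 without Control Sal replicate 1, 0.0602 without CBP-ifKO Sal replicate 3 and 0.0611 without CBP-ifKO PTZ45 replicate 2. These genes were also lower in CBP-ifKOs in Sal, with a median log2 fold change of -0.49, and of -0.12 for the 7 genes other than Bdnf, Nptx2, Penk, Pdyn and C1ql2, which the study names as lower. Apart from replacing TMM with DESeq2 size factors, which did not move this list across the threshold, no technical explanation was tested for it in the interaction.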

How the results depend on the processing

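The tests in this part chosen only after the result was seen are those with the GC correction. Where a value changed, the cause was not tested unless stated.

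The 3 tests of the immediate early list, and those of the late response list in controls, in Sal and over all treatments, kept their direction and their side of the threshold under every alternative tried for them. The median log2 fold change of the control-induced genes in CBP-ifKOs stayed above 0 and ranged from 0.16 to 0.18 across 6 fits that each left out 1 library, and was 0.16 with edgeR. It fell to 0.13 with the GC correction, and was 0.16 for the 146 genes called higher in controls after that correction.

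Counts of calls moved by over 1.5 times as follows. In edgeR there were 4 calls for PTZ45 versus Sal in CBP-ifKOs, 43 for the interaction, 1 for PTZ0 versus Sal in controls and 1 in CBP-ifKOs, 9 for PTZ45 versus PTZ0 in CBP-ifKOs and 157 between genotypes in Sal. In 1 fit of all 17 libraries there were 91 for PTZ45 versus Sal in CBP-ifKOs, 614 between genotypes in Sal and 785 in PTZ45, and 0 for PTZ0 versus Sal in controls and in CBP-ifKOs, with 205 and 240 genes at an unadjusted p under 0.05. With 1 surrogate variable there were 105 for PTZ45 versus Sal and 120 for PTZ45 versus PTZ0 in controls, and 210 between genotypes in PTZ45. With the GC correction, chosen after seeing the data, there were 20 for PTZ45 versus Sal in CBP-ifKOs, 13 higher and 7 lower, since that correction removes falls that follow GC content. Some counts moved in 1 direction only. For PTZ45 versus PTZ0 the lower calls in controls went from 12 to 35 in edgeR and 5 in the fit of all 17 libraries, and in CBP-ifKOs from 7 to 12 with TMM size factors and 4 in the fit of all 17 libraries. The lower calls for PTZ45 versus Sal in controls went from 41 to 6 with the GC correction. For PTZ0 versus Sal with the surrogate variable the 1 lower call in controls was lost, and in CBP-ifKOs the 1 higher call was lost and the lower calls went from 3 to 5. With the GC correction the lower call in controls was lost too. The higher calls between genotypes went from 182 to 118 in PTZ0 with the surrogate variable and from 38 to 61 in PTZ45 in edgeR. The filter of at least 10 counts moved no count by over 1.5 times.

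Leaving out 1 library at a time gave from 121 (without Control Sal replicate 2) to 164 calls across 3 fits for PTZ45 versus Sal in controls, and from 16 (without CBP-ifKO Sal replicate 2) to 92 (without CBP-ifKO Sal replicate 1) across 6 fits in CBP-ifKOs. It gave from 0 (without Control PTZ0 replicate 3, with 55 higher and 64 lower genes at an unadjusted p under 0.05) to 20 (without Control Sal replicate 1) for PTZ0 versus Sal in controls, and from 2 (without CBP-ifKO Sal replicate 3 or CBP-ifKO PTZ0 replicate 2) to 5 in CBP-ifKOs. It gave from 133 (without Control PTZ0 replicate 1) to 152 for PTZ45 versus PTZ0 in controls. Between genotypes it gave from 127 (without Control Sal replicate 2) to 620 (without CBP-ifKO Sal replicate 3) in Sal, from 327 (without Control PTZ0 replicate 1) to 913 in PTZ0 and from 223 (without CBP-ifKO PTZ45 replicate 2) to 365 in PTZ45. Fewer libraries give less power, which can account for falls and not for rises. The interaction gave from 50 to 66 calls, with 2 higher without CBP-ifKO Sal replicate 1 and 1 higher without CBP-ifKO Sal replicate 3, PTZ45 versus PTZ0 in CBP-ifKOs from 16 to 23 (10 higher and 12 lower without CBP-ifKO PTZ0 replicate 3, 9 and 7 without CBP-ifKO PTZ45 replicate 2) and the genotype over all treatments from 3141 to 3690. Leaving out a Control PTZ45 library left 1 in the group, so no call was made in the comparisons that use this group, except over all treatments. The fry p of the late response list in the interaction ranged from 0.0101 to 0.0611 and in CBP-ifKOs from 0.216 to 0.99, with the direction reversed without CBP-ifKO Sal replicate 1 (0.887) or CBP-ifKO PTZ45 replicate 3 (0.99).

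Samples of a pair of groups share replicate numbers, and these did not pair the samples. Over the comparisons the correlation of the deviations of same-numbered libraries ran from -0.523 to 0.479, and no comparison with 3 pairs had every value over 0.1. With the replicate block by title number there were 73 calls for PTZ45 versus Sal and 94 for PTZ45 versus PTZ0 in controls, 2 for PTZ0 versus Sal and 8 for PTZ45 versus PTZ0 in CBP-ifKOs, and 122, 410 and 102 between genotypes in Sal, PTZ0 and PTZ45. With the block by library name, whose number differs for 1 Control PTZ45 library, there were 66, 106, 8 and 101 for PTZ45 versus Sal and PTZ45 versus PTZ0 in controls, PTZ45 versus PTZ0 in CBP-ifKOs and the genotypes in PTZ45. Under the block by title number 3 genes were called higher in the interaction, and under both blocks the lower calls for PTZ45 versus Sal in CBP-ifKOs went from 41 to 64. PTZ0 versus Sal in controls had 1 higher and 2 lower calls with the block by title number. The block changed no list call.

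Of 185 results for named genes, 114 kept direction and side of the threshold under every alternative. Over 2610 values, 266 lost the threshold, 21 gained it and 33 reversed, and each reversed value had an adjusted p of 1. The log2 fold change of Pdyn in the interaction was -0.0040 in the fit of all 17 libraries, -0.0010 with the surrogate variable and -0.015 with the GC correction. With the GC correction Nptx2 for PTZ0 versus Sal in CBP-ifKOs was 0.0038 and Penk for PTZ45 versus PTZ0 in CBP-ifKOs 0.012. Leaving out 1 library gave log2 fold changes of both signs for PTZ45 versus Sal in CBP-ifKOs in Pdyn (-0.25 to 0.10) and Penk (-0.11 to 0.14), for the interaction in Pdyn (-0.13 to 0.18) and for PTZ0 versus Sal in controls in Npas4 (-0.36 to 0.37). It did so for PTZ0 versus Sal in CBP-ifKOs in Bdnf (-0.078 to 0.047), Egr2 (-0.34 to 0.71), Fosb (-0.045 to 0.18), Npas4 (-0.63 to 0.15), Nptx2 (-0.20 to 0.13), Pdyn (-0.29 to 0.064) and Penk (-0.023 to 0.15). It also did so for PTZ45 versus PTZ0 in CBP-ifKOs in Pdyn (-0.027 to 0.11) and Penk (-0.16 to 0.083), and for the genotypes in Sal in Fos (-0.54 to 0.14).

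Depth varied most within CBP-ifKO Sal, from 5831992 to 18735643 counts per library. Data were simulated at the depths of the libraries, with a log2 fold change of 1 in genes with a mean of at least 50 normalized counts. Of these genes 92.5% were recovered between genotypes in Sal and 89% for PTZ45 versus Sal in CBP-ifKOs. Thinning the PTZ0 libraries to the depths of the Sal libraries left a median of 787 of 852 calls. Smaller changes, and changes of genes with fewer counts, were not simulated.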

Other observations

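The tests in this part chosen only after the result was seen are those of the depth of the PTZ45 libraries, of the lane for the genotypes in PTZ45, of Ttr, of ribosomal RNA, of strain variants and of spliced reads of host genes, of dentate granule cells in PTZ0, and the look at which splits gave as many calls; the GC correction itself was also added after the trend had been seen.

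Most genes called lower in PTZ45 than in Sal may follow GC content rather than a response to the drug. In CBP-ifKOs 7 of the 41 lower calls were still called after the GC correction, and in controls 6 of 41. Against PTZ0 fewer were lost in CBP-ifKOs, where both groups shared a lane, with 5 of 7 still called, and in controls 4 of 12 were. The lower calls shared by both genotypes went from 10 to 3, and the shared higher calls from 16 to 13. The higher calls in controls held up better, with 136 of 163 still called, and so did the lower calls of the genotype over all treatments, with 2055 of 2157. The correction can also remove a true response of GC-rich genes.

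What made the PTZ45 libraries differ in their GC trend stays open. Gene length is argued against, since within deciles of gene length the median Spearman correlation across genes of fold change and GC content in CBP-ifKOs was still -0.593. Depth is argued against too. The 5 other libraries with totals in the range of the PTZ45 libraries had a mean slope of 0.04 ± 0.06 (SD), and a two-sided exact permutation test against the 5 PTZ45 libraries gave a p of 0.0159. Among all 12 other libraries the slope and the log10 total had a Pearson r of -0.26 (permutation p 0.429) and a Spearman rho of -0.196 (permutation p 0.543), and r was -0.124 without the 2 libraries farthest from the median total. The sequencing lane alone would give no difference within a lane, and within lanes 4 and 5 the differences of the mean slopes were -0.12 and -0.09. Exchanging labels within these lanes gave an exact permutation p of 0.05 over 200 arrangements. This lies at the threshold, so the lane is not excluded. A response of GC-rich transcripts to PTZ and a difference in handling could both give the trend, and neither was tested.

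How often other splits of the same 6 libraries gave as many calls as the real one was counted. For PTZ45 versus Sal in CBP-ifKOs 4 of the 10 splits did, for PTZ45 versus PTZ0 in CBP-ifKOs 4 of 10, for PTZ0 versus Sal in controls 2 of 10 and for PTZ0 versus Sal in CBP-ifKOs 6 of 10. For PTZ45 versus Sal in CBP-ifKOs the 3 other splits with as many calls (62, 70 and 72) were among the 4 that had CBP-ifKO Sal replicate 1 and CBP-ifKO PTZ45 replicate 2, the libraries of their groups with the most Ttr, on the same side, and none of the 5 that parted them as the real split does gave as many. For PTZ45 versus PTZ0 in CBP-ifKOs the 3 others (27, 65 and 124) were among the 4 that had CBP-ifKO PTZ0 replicate 3 and CBP-ifKO PTZ45 replicate 2 on the same side, and the 5 that parted them gave at most 2 calls. For PTZ0 versus Sal in CBP-ifKOs all 4 splits with such libraries on the same side gave as many (5, 44, 81 and 126) and 1 of the 5 others (68), and in controls none of the 4 and 1 of the 5 others (48). For the genotypes in Sal and in PTZ0 the real split alone gave as many, 1 of 10 each, and 10 splits cannot give a smaller share. The other splits gave at most 85 and 16 calls there. For the genotype over all treatments 1 of 50 drawn splits, the real one, gave as many as 3606 calls, and the others gave between 0 and 2578 with a median of 0.

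The genotypes in PTZ45 were compared across lanes 4 and 5, and the lane as a source of some of the 468 calls stays open. PTZ0 versus Sal in CBP-ifKOs was compared across the same lanes and gave 4 calls. Other splits of the same libraries gave up to 126 calls, so few calls there do not exclude an effect of the lane.

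More genes were called between genotypes in PTZ0, 852, than in Sal, 306. Depth is argued against as the cause, since thinning the PTZ0 libraries to the depths of the Sal libraries left a median of 787 calls over 5 draws. Variable choroid plexus tissue is argued against in so far as the surrogate variable follows it, since with that variable in both fits the count in PTZ0 was still 2.71 times that in Sal. A genotype effect that differs between PTZ0 and Sal cannot be told apart from a difference in spread. The genotype by PTZ0 interaction gave 0 calls, and 141 genes had an unadjusted p under 0.05, beside 38110 with an adjusted p. That share is below 0.05, so 0 calls do not exclude such an effect. In 1 fit of all 17 libraries, where all groups share the dispersion of a gene, there were 614 calls in Sal and 711 in PTZ0, so a difference in spread may account for part of the gap. The count in Sal was 620 without CBP-ifKO Sal replicate 3.

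The libraries with high Ttr may have held more choroid plexus tissue. In all 5 groups of 3 libraries, each of the 12 markers other than Ttr and Folr1 was highest in the library where Ttr was highest. Ttr itself reached 40500 normalized counts, and Enpp2, the most abundant of the other markers, had a mean of 7454 over all libraries. In the 12 libraries with little Ttr the 12 markers still summed to between 2406 and 3416 normalized counts, so other cells of these libraries express some of them. Treatment and genotype are argued against, because Ttr differed 320.5-fold within the CBP-ifKO Sal group. No biological explanation was tested.

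The late response genes that were lower in CBP-ifKOs could be lower because fewer dentate granule cells entered these libraries. For Bdnf, Nptx2, Penk, Pdyn and C1ql2, which the study names as lower, partly from the Sal libraries, that is argued against in PTZ0. There their median log2 fold change was -1.29, and that of 10 other markers of these cells was -0.18 (-0.179 to 3 digits) with an SD of 0.32. For the 7 other genes of the list a lower share of these cells cannot be told apart from lower expression. Over all treatments their median was -0.25, and that of the markers was -0.16 (-0.164 to 3 digits), with a spread from -0.77 for Trpc6 to 0.26 for Prox1 that is larger than the difference. Of these markers 1 was called higher and 6 lower. The medians of the other lists over all treatments were 1.38 for 14 choroid plexus markers, -0.32 for CA1 pyramidal cells, -0.11 for CA3 pyramidal cells, -0.10 for astrocytes, -0.15 for oligodendrocytes, -0.13 for microglia and -0.12 for interneurons. Of these lists 5 CA1, 2 CA3, 3 astrocyte and 2 interneuron markers were called lower, and none of the oligodendrocyte and microglia markers was, with 4 and 0 at an unadjusted p under 0.05. Of the 14 choroid plexus markers 13 had no p, left empty by the Cook's distance filter of DESeq2, so this list could not be called. All genes of the 8 lists had a mean of at least 10 normalized counts, and Ttr, Folr1 and Csf1r had been seen before the lists were written. A lower expression within the cells that lost CBP remains open as a biological hypothesis.

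The genes lower in PTZ0 than in Sal in CBP-ifKOs may reflect leftover ribosomal RNA, which cannot be told apart here from an effect of the groups. The ribosomal gene CT010467.1 differed 4.02-fold between the libraries of Control Sal, more than the 2.03-fold between the compared groups. Within the compared groups it differed less, 1.25-fold in CBP-ifKO Sal and 1.37-fold in CBP-ifKO PTZ0, and Mir6236 differed 1.36-fold and 1.03-fold.

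Of the 163 genes called higher after PTZ in controls, 39 were not protein coding, and 19 of these lay inside a tested protein-coding gene on the same strand. Their counts may in part be reads of an induced host gene, since 31.6% of them had a host called higher (6 of 19), against 0.488% (7 of 1433) of other unnamed genes in such places (Fisher's exact test, two-sided p 3.42e-09). The other 13 lay in 11 hosts that were not called. These hosts had a median log2 fold change of 0.08 (0.0849 to 3 digits) and the unnamed genes one of 1.63. The hosts were picked as not called, which keeps their fold changes small, so this is no independent test of spliced host reads. It shows only that these unnamed genes rose by more than their hosts. Transcription that starts at the promoter of the host and stops early could be the source. The called genes lay at a median of 26.3% of the length of the host from its 5' end, and others at 42.9%, with a two-sided permutation p of 0.0956, which leaves this open.

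Over all treatments 545 genes separated the genotypes in every library, 392 lower and 153 higher in CBP-ifKOs. A strain variant carried along with the transgene or the floxed gene could give such genes, but they would lie in a few windows. They lay in 305 windows of 5 Mb, and 1.28% of them were in windows that held more than chance gives after adjustment. The windows of Crebbp and Arsi held 1 of 31 and 4 of 43 genes, with an adjusted p of 1 each. The neighbours of Arsi were not called, with log2 fold changes of 0.13 for Tcof1 and 0.14 for Camk2a, which were chosen after their values were seen (adjusted p 0.304 and 0.163). In 1 window of chromosome 8, 7 of 26 genes separated the genotypes (adjusted p 0.0111). These were March1, Npy5r, Npy1r, Psd3 and Lzts1, all lower, and Zfp964 and Zfp866, higher, chosen after their values were seen. A strain variant in that window cannot be told apart from regulation of neighbouring genes, because the libraries hold counts and no genotypes of variants.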
